# The expression of apoptosis related genes in HK-2 cells overexpressing *PPM1K* was determined by RNA-seq analysis

**DOI:** 10.3389/fgene.2022.1004610

**Published:** 2022-11-01

**Authors:** Li Zhang, Xiaohong Sang, Yuanyuan Han, Alpati Abulitibu, Mufunayi Elken, Zhijie Mao, Shaotao Kang, Wenjun Yang, Chen Lu

**Keywords:** PPM1K, human kidney-2 cell, RNA-seq, transcriptome, enrichment analysis, apoptosis

## Abstract

Chronic kidney disease (CKD) is a serious disease that endangers human health. It is reported that inhibiting renal cell apoptosis can delay the progress of CKD. Our previous study found that the mice with protein phosphatase Mg2+/Mn2+ dependent 1K (*PPM1K*) gene deletion had obvious symptoms of glomerular vascular and interstitial vascular dilatation, congestion and hemorrhage, glomerular hemorrhage and necrosis, interstitial fibrous tissue proliferation, decreased urinary creatinine clearance, and increased urinary protein level. In addition, studies have found that *PPM1K* is essential for cell survival, apoptosis and metabolism. However, no study has confirmed that *PPM1K* can inhibit renal cell apoptosis. In this study, *PPM1K* was overexpressed in human kidney-2 cells (HK-2), and the biological process of differentially expressed genes and its effect on apoptosis were comprehensively screened by RNA sequencing (RNA-seq). Through sequencing analysis, we found that there were 796 differentially expressed genes in human renal tubular epithelial cells transfected with *PPM1K* gene, of which 553 were down-regulated and 243 were up-regulated. Enrichment analysis found that differentially expressed genes may play an important role in amino acid metabolism and biosynthesis. In the GO analysis functional pathway list, we also found that multiple genes can be enriched in apoptosis related pathways, such as G0S2, GADD45A, TRIB3, VEGFA, NUPR1 and other up-regulated genes, and IL-6, MAGED1, CCL2, TP53INP1 and other down-regulated genes. Then we verified these differentially expressed genes by RT-PCR, and found that only the RT-PCR results of G0S2, VEGFA and NUPR1 were consistent with the transcriptome sequencing results. We believe that G0S2, VEGFA, NUPR1 and other genes may participate in the apoptosis process of HK-2 cells induced by *PPM1K*.In conclusion, these findings provide some data support for the study of HK-2 cell apoptosis mechanism, and also provide a scientific theoretical basis for further study of the effect of *PPM1K* on kidney disease.

## Introduction

Chronic kidney disease (CKD) has the characteristics of high prevalence, low awareness, poor prognosis and high medical costs. It is another disease seriously endangering human health after cardiovascular and cerebrovascular diseases, diabetes and malignant tumors (Hwang et al., 2012; Ene-Iordache et al., 2016). Renal tubules are the main part of the kidney and are vulnerable to various injuries, including hypoxia, proteinuria, toxins, metabolic disorders and aging. Studies have found that renal tubular cell injury drives the development of CKD. When suffering from injury reaction, renal tubular epithelial cells change and play a role as inflammatory cells and fibrotic cells, thus producing various bioactive molecules to drive interstitial inflammation and fibrosis (Liu et al., 2018). Therefore, it is necessary to explore the regulatory mechanism of renal tubular injury in the process of CDK, including tubular cell apoptosis and inflammatory transformation, in order to delay the progress of CKD.

Apoptosis is one of the important defense mechanisms of cells. It is a programmed death reaction, which is used to clear damaged cells and maintain the homeostasis of the host. It is closely related to cell replication, proliferation, immunity and cancer. Cell dysfunction and apoptosis are also key factors in the progress of chronic kidney disease (CKD) (Xiang et al., 2021). Excessive apoptosis may lead to disease. Lin Xie found that homocysteine promotes podocyte apoptosis by regulating epigenetic modifiers DNMT1 and EZH2, which is accompanied by glomerular damage, leading to the progress of CKD (Xie et al., 2021). Nan Yu found that podocytes are an important part of renal glomerular filtration barrier, and podocyte dysfunction and apoptosis are important factors leading to the progress of chronic kidney disease (CKD) (Yu et al., 2020). Izquierdo research found that abnormal blood lipids and lipid accumulation in the kidney may lead to changes in renal lipid metabolism, thus inducing endoplasmic reticulum (ER) stress and the production of reactive oxygen species (ROS), and ultimately leading to cytotoxicity, apoptosis and inflammation, which play an important role in advanced CKD (Izquierdo-Lahuerta et al., 2016). In addition, studies have shown that inhibiting renal tubular cell apoptosis can alleviate the progress of CKD. Xiang Cheng Xie found that relaxin inhibits human tubular epithelial cell apoptosis induced by Campbell acid by activating pi3k/akt signaling pathway (Xie et al., 2017); Kahori Nasu found that mint3 in epithelial cells up regulates NF- κ The anti apoptotic effect of B protects cells from apoptosis and thus inhibits fibrosis, which may be the therapeutic target of CKD (Nasu et al., 2020); Sandra Kostic found that apoptosis inducing factor (AIF) is a key factor leading to mitochondrial apoptosis, and plays an important role in apoptosis, cell function and homeostasis, and proved that AIF is a potential therapeutic target and marker of CKD progression (Kostic et al., 2020); Nan Yu confirmed that curcumin reduced podocyte injury and apoptosis by inhibiting endoplasmic reticulum stress, thereby alleviating the progress of CKD (Yu et al., 2020); The above research shows that inhibiting renal cell apoptosis is of great significance to alleviate the progress of CKD.

RNA sequencing (RNA-seq) technology is the second-generation sequencing technology with high sensitivity, high accuracy and low cost (Wang et al., 2009; Hrdlickova et al., 2017). At present, this technology is increasingly used in the analysis of diseases and drugs at the genetic level. The transcriptome sequencing data analysis using RNA-seq technology to study the expression of disease related genes mainly focuses on the analysis of differentially expressed genes, GO (Gene Ontology) function enrichment analysis and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis. GO function analysis is to use the annotation results of the database to explain the functional parts of differentially expressed genes in the three categories of gene Ontology: molecular function, cellular component, and biological process (Ashburner et al., 2000). KEGG is a comprehensive database for understanding cells, organisms and ecosystems, and a database resource for practical programs of genome sequencing and other high-throughput experimental technologies generated from molecular level information, especially large molecular datasets (Kanehisa et al., 2004), which is divided into three categories: system information, genome information and chemical information. KEGG pathway is a database of system information and a collection of hand-painted metabolic pathways, including metabolism, genetic information processing, environmental information, cell process processing, biological system, human disease and drug development. At present, transcriptome sequencing technology is used in the field of kidney disease. Meeyoung Park et al. used transcriptome sequencing technology to analyze the steady-state gene expression pattern of human kidney tissue under ischemia and reperfusion conditions. Differential expression analysis showed that the metabolic pathway of cells was disordered during ischemia, and cell development, migration and immune response related pathways were out of tune during reperfusion. Cluster analysis showed that the metabolism, apoptosis and fibrosis related pathways mediated by ischemia were significantly dysregulated, while the cell growth, migration and immune response related pathways were highly dysregulated in post ischemia reperfusion. During ischemia, the expression of pro apoptotic genes and death receptors were down regulated, indicating that there was a protective mechanism against ischemic injury (Park et al., 2020). Kelly et al. Conducted transcriptome sequencing on the rat model of diabetes nephropathy to deeply study the pathogenic mechanism of diabetes nephropathy with progressive CKD. The results showed that the pathological genes of the model led to kidney inflammation, promoted apoptosis and blocked cell cycle (Kelly et al., 2013). This study can be used to develop new clinical treatment strategies.

Our previous study found that mice with protein phosphatase Mg2+/Mn2+ dependent 1K (*PPM1K*) gene deletion significantly developed glomerular and interstitial vascular dilatation, congestion and hemorrhage, glomerular hemorrhagic necrosis, interstitial fibrous tissue proliferation with inflammatory cell infiltration, significantly decreased urinary creatinine clearance, and increased urinary protein levels. We speculate that *PPM1K* may play an important protective role in the development of renal fibrosis, but its molecular mechanism is not clear. Kun Lian found that the cardiac function of diabetes mice overexpressing *PPM1k* was improved, and the myocardial infarction area and apoptosis were reduced (Lian et al., 2020). Alfonso confirmed that *PPM1K* is crucial to cell survival, apoptosis and metabolism (Oyarzabal et al., 2013). Therefore, we speculate that *PPM1K* can alleviate the progress of CKD by inhibiting renal cell apoptosis. However, no study has confirmed that *PPM1K* can inhibit renal cell apoptosis. In this study, *PPM1K* was overexpressed in human kidney-2 cells (HK-2). As the research object, the biological process of differentially expressed genes and its effect on apoptosis were comprehensively screened by RNA sequencing (RNA-seq). It is hoped that this study will bring a new way for the treatment of CKD.

## Materials and methods

### Culture of human renal tubular epithelial cells

HK-2 cells were purchased from Wuhan prosai Life Technology Co., Ltd (Wuhan, China) and inoculated into a 25 cm^2^ culture flask after resuscitation. The culture medium was DMEM medium (Gibico, Grand Island, New York, United States) containing 10% Fetal Bovine Serum (Gibico, Sandringham Ave, Thornton, NSW 2322, Australia) by mass. The culture flask was placed in a cell incubator (Thermo science, United States) with a volume fraction of 5% carbon dioxide at 37°C. Subculture when the cell fusion rate is 80%–90% under the inverted microscope.

### Construction of *PPM1K* plasmid

Hunan Youbao biological company (Hunan, China) was entrusted to construct *PPM1K* plasmid. After gene sequencing experiments, the accuracy of the sequence was proved.

### Plasmid transfection HK-2

The third generation human HK-2 is selected, and the cell density reaches 70%–80%. Two hours before transfection, the cells were cultured in serum-free medium, and 2.5 μG plasmid, add 100 μL incubate with opti MEM for 5min, and take 5 μL Lipofectamine ™ 2000(Invitrogen, Carlsbad, CA, United States) join 100 μL opti MEM, incubate for 5min and mix the above reagents. Add the above mixture to the cell culture medium, and change the fresh medium after 4–6 h.

### Western blot verifies the expression of *PPM1K*

Discard the culture medium, digest the cells with 0.25% trypsin solution (Thermo science, United States), collect the digested cells to 1.5 ml EP tube, centrifuge the supernatant and add 100 μ L Ripa (Thermo science, United States) cracking liquid, put it on ice to crack for 30min. After lysis, centrifuge for 15min (12000r/min), and take the supernatant for protein quantification. Prepare the quantitative protein solution and cook it at 100°C for 10 min. Make 10% SDS-PAGE gel (Thermo science, United States) and add 30% for each lane μG protein. Turn on the electrophoresis apparatus (Bio-Rad, United States), the upper glue voltage is 80 V (30min), the lower glue voltage is 100 V (2H), and the film is turned for 2 h (100V). After the film transfer, 5% skimmed milk was sealed for 2 h, and tbst was cleaned three times. Cut the PVDF membrane, add 3 ml of marker antibody (*PPM1K*) (1:1,000, 66008-2-IG, Proteintech) antibody and 3 ml of internal reference GAPDH (1:5,000, ATPA00013Rb, AtaGenix) antibody on the membrane, shake it overnight at 4°C, take it out on the second day, wash tbst for three times, add secondary antibody (Goat anti rabbit IgG 1:5000, Abcam), incubate at room temperature for 2 h, and clean tbst for three times. After cleaning, usie the enhanced chemiluminescence (ECL) reagent (Bio-Rad, 170506, United States) to avoid light and develop color. After the strip is clear, scan it with gel imaging system (Bio-Rad, United States), and calculate the gray value of the strip to be measured with image lab software.

### RNA extraction and sequencing

Total RNAs were extracted from HK2 cells using TRIzol Reagent (Invitrogen, cat. NO 15596026)following the methods by Chomczynski (Chomczynski and Sacchi, 1987). DNA digestion was carried out after RNA extraction by DNaseI. RNA quality was determined by examining A260/A280 with Nanodrop™ OneCspectrophotometer (Thermo Fisher Scientific Inc). RNA Integrity was confirmed by 1.5% agarose gel electrophoresis. Qualified RNAs were finally quantified by Qubit3.0 with Qubit™ RNA Broad Range Assay kit (Life Technologies, Q10210).2 μg total RNAs were used for stranded RNA sequencing library preparation using KCTM Stranded mRNA Library Prep Kit for Illumina (Catalog NO. DR08402, Wuhan Seqhealth Co., Ltd. China) following the manufacturer’s instruction. PCR products corresponding to 200–500 bps were enriched, quantified and finally sequenced on Novaseq 6000 sequencer (Illumina) with PE150 model.

### RNA-seq raw data clean and alignment

Raw reads containing more than 2-N bases were first discarded. Then adaptors and low-quality bases were trimmed from raw sequencing reads using FASTX-Toolkit (Version 0.0.13). The short reads less than 16 nt were also dropped. After that, clean reads were aligned to the GRCh38 genome by HISAT2 allowing four mismatches (Kim et al., 2015). Uniquely mapped reads were used for gene reads number counting and FPKM calculation (fragments per kilobase of transcript per million fragments mapped) (Trapnell et al., 2010).

### Differentially expressed genes (DEG) analysis

DEseq2 will model the original reads and use the scale factor to explain the difference of Library depth (Love et al., 2014). Then DEseq2 estimates the gene dispersion, and reduces these estimates to produce more accurate dispersion estimates, so as to model the reads count. Finally, the model of negative binomial distribution is fitted by DEseq2, and the hypothesis is tested by Wald test or likelihood ratio test. DEseq2 can be used to analyze the differential expression between two or more samples, and the analysis results can be used to determine whether a gene is differentially expressed by fold change (FC) and probability value (*p* value). The *p* value for correction <0.05 and fold change>2 or <0.5 were set as the cut-off criteria for identifying DEGs.

### Functional enrichment analysis

To sort out functional categories of DEGs, GO terms and KEGG pathways were identified using KOBAS 2.0 server (Chen et al., 2011). Hyper geometric test and Benjamini–Hochberg FDR controlling procedure were used to define the enrichment of each term.

### RT-qPCR validation of DEGs

In order to clarify the reliability of DEGs in overexpressing *PPM1K* in HK-2 cells, RT-qPCR was performed on some of the up-regulated and down-regulated DEGs. The RNA samples used for RT-qPCR are the same as those used for RNA sequences. The PCR conditions were denaturation at 95°C for 10 min, then denaturation at 95°C for 15 s, annealing and extension at 60°C for 1 min, a total of 40 cycles. Then extend at 60°C for 1 min, and store the product at 4°C. All samples were amplified by PCR three times.

### Statistical analysis

The experimental data are expressed by mean ± SD, and statistical analysis is carried out by SPSS v22.0 software (IBM SPSS statistics for Windows). Using one-way ANOVA Tukey’s HSD test, *p* < 0.01, it is considered that there is a statistical difference.

## Result

### Morphological observation of HK-2 cells

HK-2 cells grow adherently, with different sizes, irregular shapes, circular and spindle shapes. They proliferate in a whirlpool. The cells in the center of the whirlpool are dense, and one to two nucleoli can be seen in the cells. Only a small number of floating cells and cell fragments are left in the culture medium; After transfection with *PPM1K*, the cell morphology changed little, such as round, spindle, *etc.*, the cell proliferation rate did not change, and only a small number of floating cells and cell fragments remained in the culture medium.

### The overexpression of *PPM1K* was verified by western blot

Western blot showed that the expression of *PPM1K* protein existed in HK-2 cells transfected with *PPM1K* gene (Figure 1B).

**FIGURE 1:**
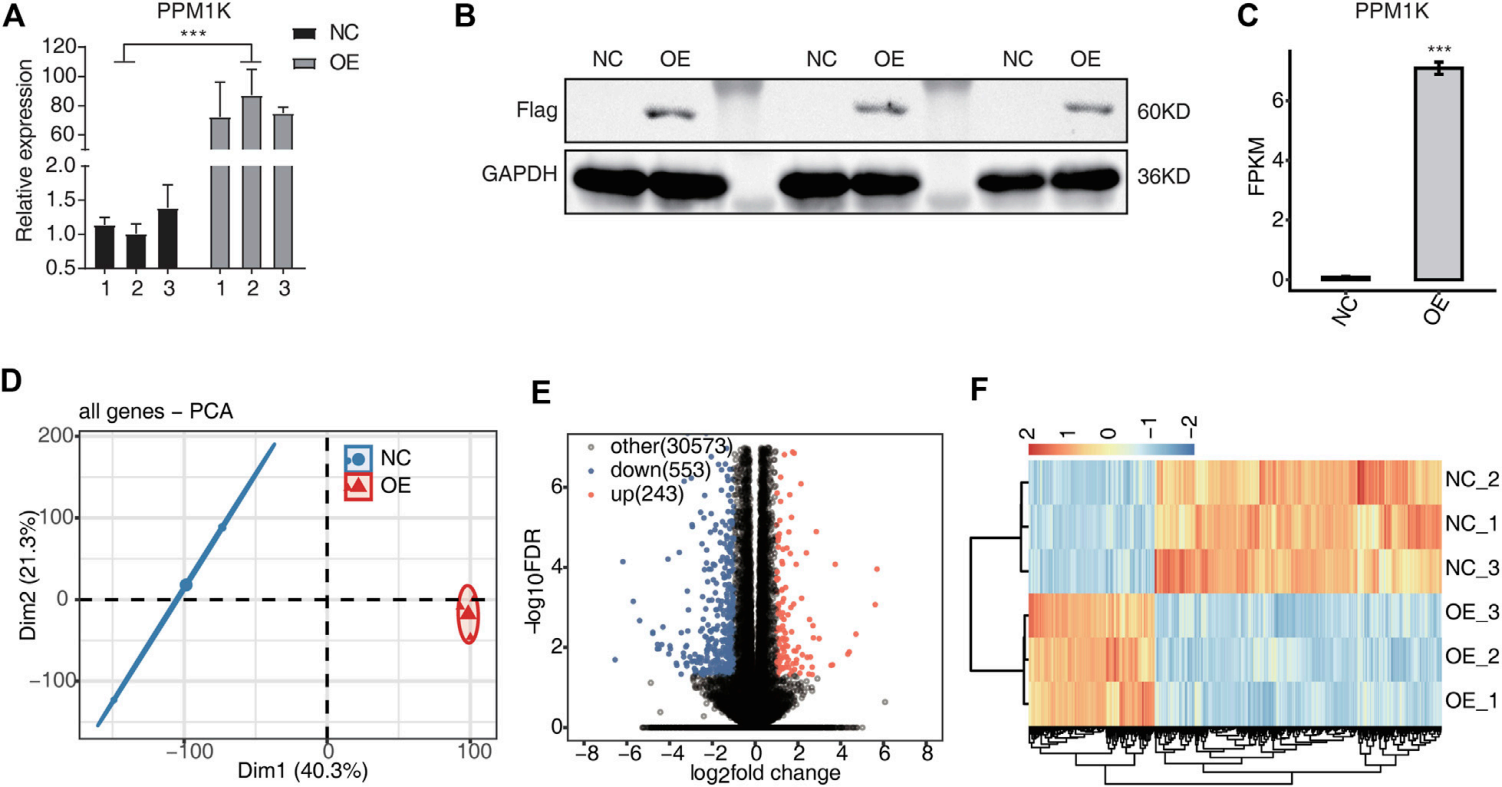
*PPM1K*-OE affect gene expression profiles of HK2 cells **(A)** The histogram showed the RT-qPCR results of control and treatment samples. Error bars represent mean ± SEM. *** *p*-value < 0.001. **(B)** The result of western blot experiment showed that the *PPM1K* over expression was successful **(C)** Bar plot showing the expression pattern and statistical difference of DEGs for *PPM1K*. Error bars represent mean ± SEM. ***p-value < 0.001. **(D)** PCA base on FPKM value of all detected genes *PPM1K* overexpression. The ellipse for each group is the confidence ellipse **(E)** Volcano plot showing all differentially expressed genes (DEGs) between overexpression (OE) and Ctrl samples. **(F)** Hierarchical clustering heat map showing expression levels of all DEGs.

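In the RNA sequencing of HK-2 cells, an established line of human kidney proximal tubule cells, *PPM1K* was counted in 3 control (NC) and 3 overexpression (OE) samples. The counts the authors deposited for the gene were 37, 19 and 53 in NC replicates 1, 2 and 3 and 3294, 3531 and 2919 in OE replicates 1, 2 and 3. Its deposited FPKM, the fragments scaled to the length of the transcript and to the mapped fragments of the sample, was 0.0833 ± 0.0404 (SD, n = 3) in NC and 7.09 ± 0.350 (SD, n = 3) in OE. *PPM1K* (ENSG00000163644.15) is a protein-coding gene on the minus strand of chromosome 4, from 88257620 to 88284769 in GENCODE release 44 on GRCh38. It overlaps RNU6-112P and PPM1K-DT. Its log2 fold change of OE over NC was 6.39 (standard error 0.13, adjusted p = 1.1e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each OE sample was above each NC sample, which gives an exact two-sided permutation p of 0.1, the smallest that 3 samples against 3 allow. With each sample left out in turn, the log2 fold change stayed between 6.08 and 6.75. With the replicate number as a block it was 6.39, while the deviations of same-numbered samples from their group means had a mean correlation of −0.0413 over the tested genes. On the log2(FPKM + 1) scale, where low values are compressed, it was 2.8998. The counts per gene do not separate transcripts of the plasmid from those of the cells' own gene.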

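The principal components were computed from the deposited FPKM of the 30896 genes above 0 in any sample, with each gene centred and scaled. The first component carried 40.3% of the variance and the second 21.3%. On the first component the NC samples lay at −72.9, −149 and −73.8 and the OE samples at 93.0, 103 and 100.1, so the groups did not overlap. On the second component NC replicate 2 lay at −123, while NC replicates 1 and 3 lay at 87.8 and 89.0 and the OE samples at −8.80, 0.998 and −46.2. The share of the first component was 40.4% on log2(FPKM + 1) with scaling and 70.5% without it. It was 60.6% when only genes with an FPKM of at least 1 in 3 samples were used.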

### PCR experiment verifies the overexpression of *PPM1K*

PCR results showed that *PPM1K* gene was successfully transfected into HK-2 cells, and the transfection efficiency was 78.2% (*p* < 0.01). The transfection efficiency is high, and *PPM1K* is stably expressed, which can be used in subsequent experiments (Figure 1A).

### Transcriptome sequencing quality evaluation

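RNA from 6 samples of HK-2 cells was sequenced, 3 of the control group (NC) and 3 of the overexpression group (OE). The titles of the deposited samples name a short hairpin control and a *PPM1K* short hairpin at day 10, while their genotype entries give wild type and *PPM1K* overexpression. The paper describes transfection with a *PPM1K* plasmid, and its text gives no collection day. The groups are therefore taken as control and overexpression. Stranded mRNA libraries were read from both ends. The authors dropped reads with more than a pair of N bases, trimmed the rest, dropped the shortest and aligned the clean reads to GRCh38 with HISAT2, allowing a few mismatches. Uniquely mapped reads were counted per gene and turned into FPKM. The annotation release and the counting program are not named in the paper's text. The FPKM table lacks 473 genes of the count table, none with a count above 8 in any sample. The counts sum to 34757732, 34635770 and 36116963 in NC replicates 1, 2 and 3 and to 37572078, 39850802 and 36033404 in OE replicates 1, 2 and 3. These totals are fragments, between 96.2% and 101% of the uniquely concordant pairs in the paper's Table 2. Here the counts were tested with edgeR's quasi-likelihood test after TMM normalization. Of the genes, 15878 passed edgeR's filterByExpr filter on low counts. A gene was called differentially expressed (DEG) at a Benjamini-Hochberg adjusted p under 0.05 with a fold change above 2 or below 0.5, the thresholds of the paper's methods. The paper used DESeq2, which was run as an alternative. The filter on low counts, the normalization and the test against no change, in place of a test against a fold change of 2, are the choices that could move the numbers. The 3 replicates of a group were not copies of one library. Between replicates, the mean chi-square per gene of their counts was between 5.13 and 11.8, where sampling noise alone gives about 1.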

Transcriptome sequencing results show that the percentage of quality value 20 (Q20) is 100%, the percentage of quality value 30 (q30) is more than 99%, and the proportion of GC content is 50%–50.5% (Table 1). The overall sequencing quality is good, and subsequent analysis can be carried out. According to the characteristics of different genomes, compare the effective sequencing data (clean reads) to the reference genome (Table 2). Statistics of the distribution of reads with unique location on the genome in each region (Table 3).

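In the deposited counts, 22630, 26478 and 22913 genes had at least 1 count in NC replicates 1, 2 and 3, and 22144, 22171 and 22094 genes in OE replicates 1, 2 and 3. NC replicate 2 was the only sample with a count for 3551 of its genes. The other samples had between 449 and 766 such genes. Of the 3551 genes, 1418 were lncRNA genes and 727 were protein-coding, and 61.8% of them had a single count. The numbers of genes with at least 10 counts differed less, from 15656 in OE replicate 3 to 16114 in NC replicate 2. From the read numbers of the paper's Table 3, intergenic reads made up 1.88% of the uniquely mapped reads of NC replicate 2, against 0.671% and 0.737% in the other NC samples. The OE samples had between 0.504% and 0.538%. Antisense reads made up 1.97% in NC replicate 2 and at most 0.961% in any other sample. Protein-coding genes took between 97.3% and 97.5% of the counts in all 6 samples. The 10 most counted genes took between 8.82% and 9.14% of the counts in NC and between 6.98% and 7.76% in OE.

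**Figure D1:**
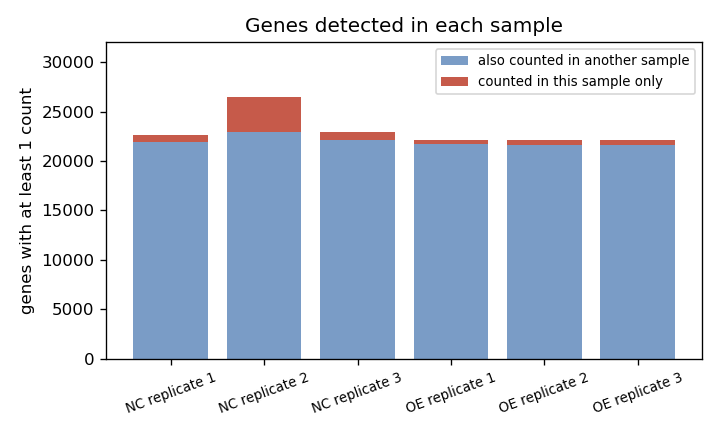
Genes with at least 1 count (vertical axis) in each of the 6 samples. The red part of a bar is the number of genes counted in that sample only, which was 3551 in NC replicate 2 and at most 766 in the other samples.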

**TABLE 1:** Valid sequence table.

SampleID	Raw	Clean	Clean Per(%)	Raw base(G)	Clean base(G)	Base Per(%)	Q20 (%)	Q30 (%)	GC (%)	DUP(%)
NC_1	81569682	79951252	98.02	12.24	11.62	94.93	100	99.15	50.5	30.9
NC_2	84783386	83243760	98.18	12.72	12.07	94.89	100	99.2	50	32.7
NC_3	85184602	83679342	98.23	12.78	12.16	95.15	100	99.2	50.5	30
OE_PPM1K _1	87842902	86357578	98.31	13.18	12.53	95.07	100	99.2	50.5	29.5
OE_PPM1K _2	92718702	91075144	98.23	13.91	13.26	95.33	100	99.15	50.5	28.8
OE_ PPM1K _3	83827288	82362784	98.25	12.57	11.97	95.23	100	99.2	50.5	31.1

**TABLE 2:** Mapping of clean reads on the reference genome.

Sample	NC_1	NC_2	NC_3	OE_PPM1K_1	OE_PPM1K_2	OE_PPM1K_3
Total reads	79951252	83243760	83679342	86357578	91075144	82362784
Total mapped	75935773 (94.98%)	78651556 (94.48%)	79288743 (94.75%)	81692131 (94.60%)	86169279 (94.61%)	77942656 (94.63%)
Total Uniquely mapped	72136329 (95.00%)	74747149 (95.04%)	75255465 (94.91%)	77474949 (94.84%)	81695047 (94.81%)	74129880 (95.11%)
Total Multiple mapped	3799444 (5.00%)	3904407 (4.96%)	4033278 (5.09%)	4217182 (5.16%)	4474232 (5.19%)	3812776 (4.89%)
Total Pairs	39975626	41621880	41839671	43178789	45537572	41181392
Total Uniquely Concordant Pairs	34795095 (87.04%)	36016307 (86.53%)	36312355 (86.79%)	37343261 (86.49%)	39443495 (86.62%)	35760567 (86.84%)
Splice reads	40587436 (56.26%)	39704102 (53.12%)	41792107 (55.53%)	44111549 (56.94%)	47131803 (57.69%)	42526915 (57.37%)
Nonsplice reads	31548893 (43.74%)	35043047 (46.88%)	33463358 (44.47%)	33363400 (43.06%)	34563244 (42.31%)	31602965 (42.63%)

**TABLE 3:** Reads distribution across reference Genomic Regions.

Sample	5′UTR	3′UTR	CDS	Nc_exon	Introns	Intergenic	Antisense
NC_1	4179928 (5.79%)	7730910 (10.72%)	55093867 (76.37%)	2015322 (2.79%)	1997313 (2.77%)	484181 (0.67%)	634803 (0.88%)
NC_2	4149816 (5.55%)	7941809 (10.62%)	54569187 (73.01%)	2235797 (2.99%)	2977100 (3.98%)	1403033 (1.88%)	1470404 (1.97%)
NC_3	4248847 (5.65%)	8330963 (11.07%)	57092862 (75.87%)	2192660 (2.91%)	2112622 (2.81%)	554408 (0.74%)	723099 (0.96%)
OE_PPM1K_1	4841226 (6.25%)	8410511 (10.86%)	59172838 (76.38%)	2206522 (2.85%)	1879153 (2.43%)	416448 (0.54%)	548247 (0.71%)
OE_PPM1K_2	4997566 (6.12%)	9063648 (11.09%)	62842610 (76.92%)	2135777 (2.61%)	1680215 (2.06%)	411526 (0.50%)	563701 (0.69%)
OE_PPM1K_3	4756867 (6.42%)	7972704 (10.76%)	56693912 (76.48%)	1993208 (2.69%)	1801478 (2.43%)	398243 (0.54%)	513463 (0.69%)

### The effect of overexpression of *PPM1K* gene on the transcriptome of HK-2 cells

RNA-seq results showed that 31369 genes were co expressed in overexpression group (OE) and control group (NC) cells, and 796 genes were specifically expressed, of which 243 genes were up-regulated and 553 genes were down regulated (Figure 1E). 

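The deposited count table holds 31369 genes, each with at least 1 count in at least 1 of the 6 samples. Of these, 23617 had a count in at least 1 NC sample and in at least 1 OE sample, and 18426 had a count in every sample. edgeR's quasi-likelihood test called 875 genes, 274 higher and 601 lower in OE. With the fold change threshold left out, 7715 of the tested genes (48.6%) had an adjusted p under 0.05. DESeq2's Wald test with its default filtering called 796 genes, 243 higher and 553 lower, and 714 of the 875 genes were among them. Of the alternatives that kept the fold change threshold, limma on log2(FPKM + 1) moved the count most, to 123 genes. Same-numbered NC and OE samples did not deviate together from their group means. The correlations of their deviations over the tested genes were −0.00319, −0.0663 and −0.0542 for replicates 1, 2 and 3. With the replicate number as a block, 877 genes were called, and 856 of the 875 were among them. Among all tested genes, the NC and OE samples did not overlap in 55.3% in CPM, the counts scaled by edgeR to the size of each library, where chance gives 10% for 3 samples against 3. Among the 875 called genes, which were selected for a large difference, they overlapped in 32. MMP7 had the smallest p of all tested genes. Its CPM was 164 ± 8.84 (SD, n = 3) in NC and 18.2 ± 1.27 (SD, n = 3) in OE, a log2 fold change of −3.16 (standard error 0.06, adjusted p = 9.0e-19 from edgeR). Among called genes with a mean count of at least 100 and groups that did not overlap, ULBP1, TRIB3, ASNS and INHBE had the largest log2 fold changes after *PPM1K*, from 2.26 to 2.72. At the other end stood MMP7, FGB, 7SK, CTD-3128G10.7 and CLDN2. FGB had −2.62, CTD-3128G10.7, a lncRNA gene that overlaps C3, had −2.50, and CLDN2 had −2.49. ASNS, INHBE and CLDN2 also overlap other annotated genes, and whether the counting used strand is not stated in the paper's text. The value of 7SK, −2.51, rested on NC replicate 2. That sample had 3264 counts of this RNA, against 254 and 527 in the other NC samples and 242 to 262 in OE, and without it the log2 fold change was −0.71.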

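Of the genes called by edgeR, 68.7% were lower in OE. The share was 66.7% among called protein-coding genes, 394 lower and 197 higher, and 72.1% among called lncRNA genes, 163 lower and 63 higher. Among called genes with a mean count of at least 100 it was 63.4%, and among those with a lower mean count 71.8%. Upper quartile normalization in place of TMM gave 72.6%, and DESeq2's size factors in edgeR gave 69.1%. The median log2 fold change was 1.28 among the genes called higher and −1.30 among those called lower. Without the fold change threshold the balance was the other way, with 3949 genes higher and 3766 lower at an adjusted p under 0.05. The median log2 fold change of all tested genes was −0.00321. A block for the replicate number gave 603 lower and 274 higher. limma on log2(FPKM + 1), where low values are compressed, gave 67 lower and 56 higher.

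**Figure D2:**
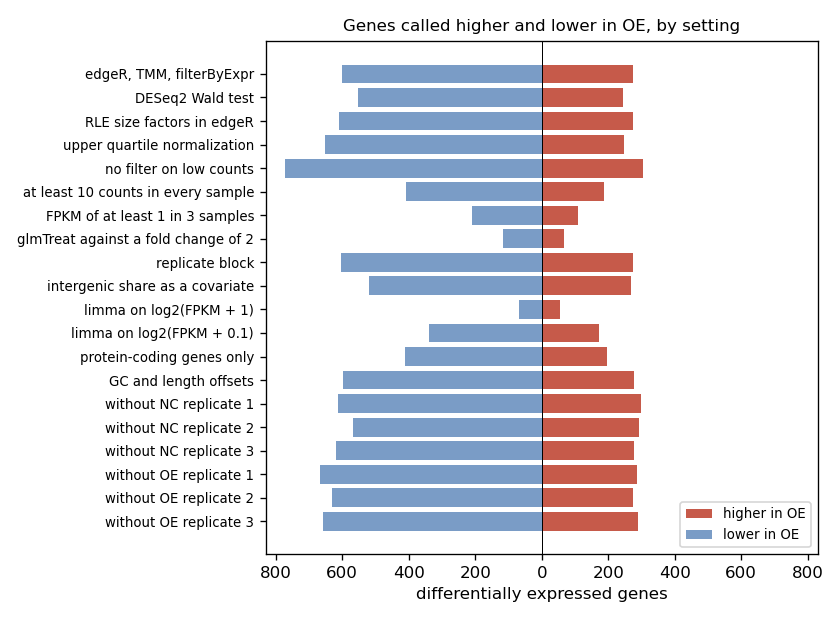
Number of genes called higher (red, to the right) and lower (blue, to the left) in OE, under edgeR with TMM normalization and the filterByExpr filter (top row) and under each other setting. Each setting shown has more genes on the left.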

The down regulated genes were significantly more than the down regulated genes (FC ≥ 2 or ≤0.5, FDR <0.05). The heat map shows that NC group and OE group are different, and the two biological replication are highly correlated (Figure 1F).

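Across the genes with a deposited FPKM, Pearson's r of log2(FPKM + 1) was 0.998 on average over the 6 pairs of replicates within a group, with values from 0.997 to 0.998. Over the 9 pairs of one NC and one OE sample it averaged 0.991, from 0.990 to 0.991, so each pair of replicates was closer than any pair between the groups. These correlations are across genes, which are not independent replicates. Spearman's rho, which gives genes near 0 more weight, averaged 0.932 within and 0.927 between the groups. Both groups hold 3 samples in the deposited tables. The biological coefficient of variation that edgeR estimated from the replicates was 6.299%.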

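GO annotation was not used here. In its place, short lists of genes were written by hand and the called genes in each list were counted against all tested genes with a one-sided Fisher's exact test, adjusted by Benjamini-Hochberg over 12 lists and both directions. Genes called higher in OE made up 1.73% of the tested genes. Of 20 tested cytosolic aminoacyl-tRNA synthetase genes, 6 were called higher (30.0%, adjusted p = 9.5e-06), and none lower. WARS1 changed most, from a CPM of 76.6 in NC to 215 in OE, a log2 fold change of 1.49 (standard error 0.05, adjusted p = 7.6e-15 from edgeR's quasi-likelihood test), followed by SARS1 with 1.20, MARS1 with 1.13, YARS1 with 1.11 and GARS1 with 1.09. Their median log2 fold change was 0.75, while that of 16 mitochondrial aminoacyl-tRNA synthetase genes was −0.05 and none of those was called. Of 25 enzymes of amino acid synthesis, 6 were called higher (adjusted p = 2.7e-05). ASNS, with a log2 fold change of 2.33, PHGDH with 1.57, PSAT1 with 1.33, SHMT2 with 1.31 and BCAT1 with 1.09 had the smallest p. Of 33 genes of the ATF4 and CHOP stress response, 16 were called higher (48.5%, adjusted p = 8.6e-19) and 29 had an adjusted p under 0.05 in that direction. The other 4 were lower at an adjusted p under 0.05. Their log2 fold changes were −0.49 for VLDLR, −0.32 for ATF5, −0.29 for ATF3 and −0.16 for ERO1A. Among the smallest p of the list was that of SESN2, with a log2 fold change of 1.87 (standard error 0.06, adjusted p = 2.3e-15 from edgeR). The list also holds genes that the paper's heat map of apoptosis genes draws as higher from these data, such as TRIB3, ASNS and NUPR1. Its test is therefore not independent of the paper's calls. A list of 20 chaperones of the endoplasmic reticulum also held SEL1L, SYVN1, HERPUD1 and SEC61B, which are not chaperones. None of the 20 genes was called, 10 being lower and 4 higher at an adjusted p under 0.05. Of 28 interferon-stimulated genes, 3 were called higher (10.7%, adjusted p = 0.058), namely RSAD2, OASL and ISG20, with a CPM of 2.65, 2.48 and 4.32 in OE, and IFITM1 was called lower. OASL and ISG20 lay below the fold change threshold in some fits with a sample left out, at 0.87 and 0.91 in the lowest. The adjusted p of this list was 0.303 without OE replicate 3, its largest move. It was 0.0093 with calls from DESeq2 and 0.027 with only genes of at least 10 counts in every sample as the background. By limma's camera, which uses all genes of a list and no threshold, the adjusted p was 3.7e-07 for the cytosolic synthetases, 0.048 for amino acid synthesis, 2.0e-13 for the stress response and 0.060 for the interferon list, all towards higher, and 0.048 for the chaperones towards lower. With the replicate number as a block, where same-numbered samples had a mean correlation of −0.0413, the numbers called and the p of Fisher's test did not change. The p of camera became 1.9e-06, 0.0499, 2.3e-12, 0.0499 and 0.063 in the same order. Of the genes named, SARS1, PHGDH, PSAT1, SESN2, ISG20, OASL and TRIB3 overlap no other annotated gene, while the others do.

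**Figure D3:**
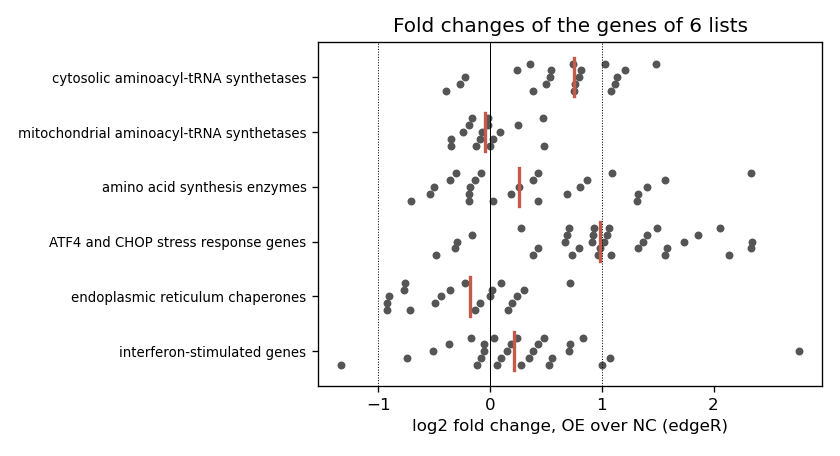
Log2 fold change of OE over NC (horizontal axis) for each tested gene of 6 hand-written lists, 1 point per gene, with the median of each list as a red line. The dotted lines mark a fold change of 2 and 0.5. The medians of the stress response list and the cytosolic synthetases lie at 0.99 and 0.75, those of the mitochondrial synthetases and the chaperones just below 0.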

By extracting the up-regulated epitope genes after *PPM1K* overexpression, GO analysis showed that the up-regulated genes were significantly enriched in the cellular amino acid biosynthetic process, tRNA aminoacylation for protein translation, intrinsic apoptotic signaling pathway in response to endoplasmic reticulum stress, apoptotic process, response to virus, response to endoplasmic reticulum stress, response to toxic substance, calcium ion transport, nervous system development, cellular calcium ion homeostasis and other biological processes (Figure 2A).

**FIGURE 2:**
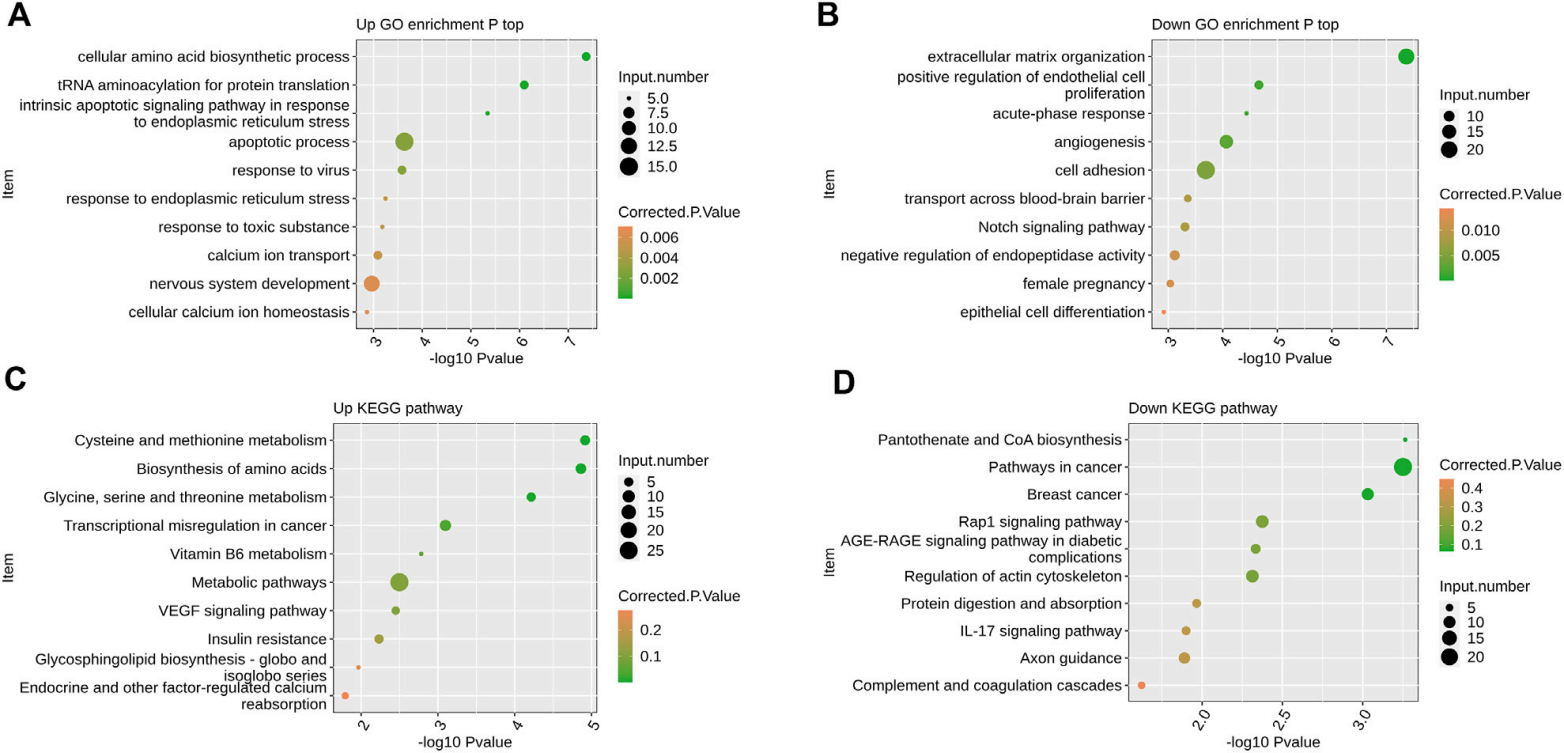
The effect of overexpression of *PPM1K* gene on the transcriptome of HK-2 cells **(A)** Scatter plot exhibiting the most enriched GO biological process results of the up-regulated DEGs **(B)** Scatter plot exhibiting the most enriched GO biological process results of the down-regulated DEGs. **(C)** Scatter plot exhibiting the most enriched KEGG pathway results of the up-regulated DEGs. **(D)** Scatter plot exhibiting the most enriched KEGG pathway results of the down-regulated DEGs.

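Genes called lower in OE made up 3.79% of the tested genes. Of 28 tested collagen genes, 4 were called lower (14.3%, adjusted p = 0.081 from Fisher's exact test over the hand-written lists). COL11A1 fell from a CPM of 99.0 to 29.2 (log2 fold change −1.76, adjusted p = 9.7e-15 from edgeR) and COL8A1 from 89.5 to 41.5 (log2 fold change −1.11). The other 2, COL4A3 and COL4A4, had a CPM under 1 in both groups, and the samples of COL4A4 overlapped. COL17A1 was called higher, as was COL13A1, which has samples that overlap and was chosen after its values were seen. With the replicate block, where same-numbered samples had a mean correlation of −0.0413, the adjusted p was 0.082. A background of genes with at least 10 counts in every sample moved this list most, to an adjusted p of 0.43. Without a fold change threshold 13 genes were lower (adjusted p = 0.034 from Fisher's exact test). Among 35 laminin and integrin genes, ITGB6 (log2 fold change −2.35, adjusted p = 1.3e-11 from edgeR) and ITGB1BP2, which had a CPM under 1 in both groups and samples that overlapped, were called lower (adjusted p = 0.84 from Fisher's exact test, and 0.84 with the block). Of 22 Notch pathway genes, 3 were called lower (13.6%, adjusted p = 0.17, and 0.17 with the replicate block). HES1 had a log2 fold change of −1.09, JAG1 of −1.10 and NOTCH3 of −1.23. A pair of further lists was written after the calls had been seen, and these were adjusted over all 17 lists and both directions. All 5 tested pregnancy-specific glycoprotein genes, PSG1, PSG3, PSG5, PSG8 and PSG9, were called lower (adjusted p = 1.3e-06 from Fisher's exact test, and 1.3e-06 with the block), with log2 fold changes from −4.08 to −2.09. They are near-identical neighbours on chromosome 19, and the authors' counting could have split reads between them. Of 7 acute-phase genes, 5 were called lower (adjusted p = 1.3e-05 from Fisher's exact test, and 1.3e-05 with the block). SAA1 had −1.44 and SAA2, a close copy of it, −2.11, beside FGB, IL6 and SAA4, whose mean CPM was under 1. COL8A1, COL4A4, ITGB1BP2, HES1, PSG1, PSG3, PSG8 and FGB overlap no other annotated gene, while the other genes named do.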

GO analysis showed that the down-regulated genes were significantly enriched in extracellular matrix organization, positive regulation of endothelial cell proliferation, acute−phase response, angiogenesis, cell adhesion, transport across blood−brain barrier, Notch signaling pathway, negative regulation of endopeptidase activity, female pregnancy, epithelial cell differentiation and other biological processes (Figure 2B).

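KEGG annotation was not used here. In a hand-written list of 36 tested enzymes of cysteine and methionine metabolism, 6 were called higher in OE (16.7%, adjusted p = 0.00019 from Fisher's exact test over the lists). Among them were ENOPH1, PHGDH, BCAT1, PSAT1 and CTH, of which PHGDH, PSAT1, BCAT1 and CTH are also in the list of amino acid synthesis. PHGDH, at the start of serine synthesis, had a CPM of 203 in NC and 602 in OE (standard error of the log2 fold change 0.06, adjusted p = 4.9e-15 from edgeR). ENOPH1 had a log2 fold change of 1.12 (adjusted p = 1.4e-13) and CTH of 1.40 (adjusted p = 8.7e-09 from edgeR), from a CPM of 3.10 to 8.21. BCAT1 and CTH overlap other annotated genes. The median of the whole list was −0.02, so the change was in single members. At an adjusted p under 0.05 with no fold change threshold, 11 of the 36 were higher and 7 lower, and the list no longer stood out (adjusted p = 0.586 from Fisher's exact test). Under the replicate block, with a mean correlation of −0.0413 between same-numbered samples, the number called and its adjusted p were the same. By limma's camera the adjusted p was 0.59, and 0.62 with the block. Of 24 enzymes that break down branched-chain amino acids, whose rate-limiting complex is the substrate of the PPM1K phosphatase, BCAT1 was called higher and ALDH6A1 lower (log2 fold change −1.15, adjusted p = 8.1e-06 from edgeR), which overlaps BBOF1. Neither direction stood out (adjusted p = 0.82 for higher and 1 for lower from Fisher's exact test, and the same with the block). Without the fold change threshold 11 of the 24 were lower and 3 higher, and the adjusted p for lower was 0.0493 from the same test. The median log2 fold change of this list was −0.17, and by camera the adjusted p towards lower was 0.143, and 0.188 with the block.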

KEGG analysis showed that the up-regulated genes were significantly enriched in biological processes such as cysteine and methionine metabolism, biosynthesis of amino acids, glycine, serine and threonine metabolism, transcriptional misregulation in cancer, vitamin B6 metabolism, metabolic pathways, VEGF signaling pathway, insulin resistance, glycosphingolipid biosynthesis − globo and isoglobo series, endocrine and other factor−regulated calcium reabsorption and so on (Figure 2C).

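For the genes lower in OE, a pair of lists was written by hand after the calls had been seen and adjusted with all 17 lists. Of 23 tested genes of pantothenate and coenzyme A metabolism, UPB1, VNN1, VNN2 and ENPP3 were called lower (17.4%, adjusted p = 0.049 from Fisher's exact test). The adjusted p was 0.0498 with the replicate block, where same-numbered samples had a mean correlation of −0.0413. By limma's camera it was 0.18, and 0.155 with the block. Their levels were low. ENPP3 had a CPM of 2.47 in NC and 0.312 in OE, a log2 fold change of −2.98 (adjusted p = 2.7e-08 from edgeR), and VNN1 had 3.78 and 1.49, a log2 fold change of −1.33 (adjusted p = 2.3e-06 from edgeR). BCAT1 was called higher. Of 32 complement and coagulation genes, FGB, SERPINF2, CFB and CFI were called lower (12.5%, adjusted p = 0.11 from Fisher's exact test, and 0.11 with the block). By camera the whole list was lower with an adjusted p of 0.030, and 0.054 with the block. FGB fell from a CPM of 5.53 ± 0.363 to 0.896 ± 0.0381 (SD, n = 3), while CFB and CFI had a CPM under 2 in both groups. The log2 fold change of CFB was −1.04, and −0.96 without NC replicate 2. At an adjusted p under 0.05 without the fold change threshold, 17 of the 32 were lower and 9 higher. F2RL3, with a CPM under 1 and groups that overlapped, was called higher, but with the share of intergenic reads as a covariate its log2 fold change was −1.87 (adjusted p = 0.14 from edgeR). That share was higher in every NC sample than in any OE sample, so this fit does not cleanly separate it from the groups. FGB, SERPINF2 and F2RL3 overlap no other annotated gene, while the other genes named do.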

KEGG analysis showed that the down-regulated genes were significantly enriched in biological processes such as pantothenate and CoA biosynthesis, pathways in cancer, breast cancer, Rap1 signaling pathway, AGE−RAGE signaling pathway in diabetic complications, regulation of actin cytoskeleton, protein digestion and absorption, IL−17 signaling pathway, axon guidance, complement and coagulation cascades (Figure 2D).

### *PPM1K* regulated expression of apoptosis associated genes in HK2 cells

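Of the genes drawn as higher in the heat map of Figure 3C, 25 symbols could be read, and 23 of these passed the filter on low counts. edgeR called all 23 higher in OE, with log2 fold changes from 1.01 to 2.35 and a median of 1.27. The largest adjusted p among them was 0.0021, that of PRKCB, with a mean of 29.2 counts. Those with the largest changes were TRIB3, ASNS, NUPR1 and BEX2, whose log2 fold change was 2.01 (standard error 0.06, adjusted p = 2.7e-16 from edgeR). DDIT3, which encodes CHOP, had 1.08 and PPP1R15A had 1.02. A few lay just above the threshold of 1, such as PRKCE with 1.01 and ERN1 with 1.02, whose ranges with each sample left out were 0.98 to 1.05 and 0.86 to 1.13. DDIT3 overlaps MARS1. The single genes given here were chosen after their values were seen. The number called of the 62 tested genes of the heat map, higher and lower, moved most with limma on log2(FPKM + 1), to 22. With the replicate number as a block, where same-numbered samples had a mean correlation of −0.0413, it was 62. PREX1 and FOXO1 were not tested, as they did not pass the filter on low counts. Their highest counts in any sample were 24 and 14. DESeq2 called both, at adjusted p = 0.048 and 0.046. These genes are the paper's own calls on the same data, so their number is no independent check. In a hand-written list of 28 tested p53 target genes, GADD45A and SESN2 were called higher (adjusted p = 0.22 from Fisher's exact test, and 0.22 with the block) and TP53INP1 lower. Without the fold change threshold 16 of the 28 were higher and 7 lower, and the adjusted p for higher was 0.0021 from the same test. By limma's camera it was 0.058, and 0.063 with the block.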

In the list of functional pathways by GO analysis, we also found that many genes can be enriched in biological processes related to apoptosis, and the up-regulated genes are significantly enriched in biological processes such as apoptotic process, intrinsic apoptotic signaling pathway in response to endoplasmic reticulum stress, positive regulation of apoptotic process, negative regulation of apoptotic process, cell cycle, positive regulation of transcription, DNA−templated, negative regulation of transcription by RNA polymerase II, signal transduction and so on (Figure 3A).

**FIGURE 3:**
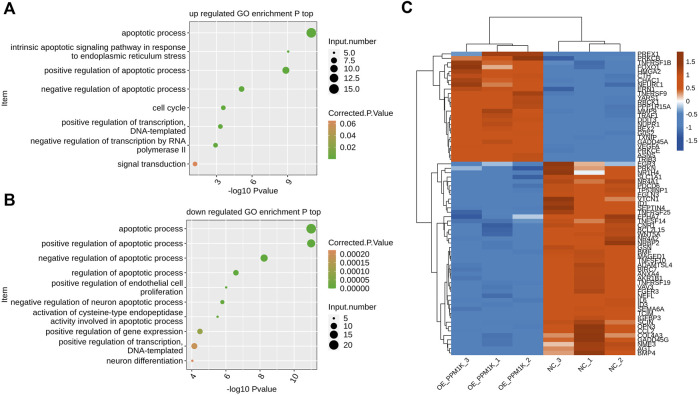
*PPM1K* regulated expression of apoptosis associated genes in HK2 cells **(A)** Scatter plot exhibiting the most enriched GO biological process results of the all up-regulated genes of apoptosis-related (top) **(B)** Scatter plot exhibiting the most enriched GO biological process results of the all down-regulated genes of apoptosis-related (bottom). **(C)** Hierarchical clustering heat map showing expression levels of all apoptosis pathway genes.

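From the same heat map, 39 symbols of genes drawn as lower in OE were read. All 39 were tested and called lower by edgeR, with log2 fold changes from −2.91 to −1.02 and a median of −1.34. The largest adjusted p was 0.0060, that of SEPTIN4, whose log2 fold change ran from −1.22 to −0.91 with each sample left out. The lowest value, that of VTCN1, rests on a mean of 17.8 counts, and 20 of the 39 genes had a mean count under 100. Well-counted genes among them were TCIM (log2 fold change −2.30, adjusted p = 3.8e-18 from edgeR), TNFSF10 (log2 fold change −1.89, adjusted p = 7.2e-17) and IGFBP3 (log2 fold change −1.63, adjusted p = 1.9e-15 from edgeR). TNFSF10 encodes the ligand TRAIL, and its mean count was 5542. These single genes were chosen after their values were seen. All 39 also passed when the adjustment was made over the tested genes of the heat map alone, which shows no stability, since the list is made of the paper's own calls on these data.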

The down-regulated genes are significantly enriched in biological processes such as apoptotic process, positive regulation of apoptotic process, negative regulation of apoptotic process, regulation of apoptotic process, positive regulation of endothelial cell proliferation, negative regulation of neuron apoptotic process, activation of cysteine−type endopeptidase activity involved in apoptotic process, positive regulation of gene expression, positive regulation of transcription DNA−templated, neuron differentiation (Figure 3B).

### RT-PCR verifies the reliability of sequencing

In order to verify the expression of apoptosis gene in HK-2 cells overexpressing *PPM1K*, we used RT-PCR to verify. 

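In the counts, G0S2, GADD45A, TRIB3, VEGFA and NUPR1 were higher in OE in all 3 samples against all 3 NC samples. G0S2 (ENSG00000123689.6), on chromosome 1 from 209675412 to 209676390, had a CPM of 115 ± 5.38 in NC and 277 ± 11.1 in OE (SD, n = 3 each), a log2 fold change of 1.26 (standard error 0.05, adjusted p = 6.1e-14 from edgeR's quasi-likelihood test). GADD45A (ENSG00000116717.13), on chromosome 1 from 67685201 to 67688334, rose from 166 ± 4.56 to 404 ± 20.4 (log2 fold change 1.28, standard error 0.05, adjusted p = 3.9e-14 from edgeR). TRIB3 (ENSG00000101255.12), on chromosome 20 from 362835 to 397559, rose from 22.2 ± 0.862 to 113 ± 5.59 (log2 fold change 2.35, standard error 0.06, adjusted p = 2.6e-17). For VEGFA (ENSG00000112715.25), on chromosome 6 from 43770184 to 43786487, the values were 131 ± 6.83 and 369 ± 7.23 (log2 fold change 1.50, standard error 0.05, adjusted p = 3.2e-15). NUPR1 (ENSG00000176046.9), on chromosome 16 from 28532708 to 28539008, had 13.1 ± 1.09 and 54.4 ± 4.31 (log2 fold change 2.06, standard error 0.08, adjusted p = 1.5e-14). Coordinates are those of GENCODE release 44 on GRCh38. In each of the 5 genes the difference was larger than the spread between replicates, and with each sample left out in turn the log2 fold change ranged from 1.23 to 1.30 for G0S2 and from 2.32 to 2.38 for TRIB3. Under the replicate block, where same-numbered samples had a mean correlation of −0.0413, the log2 fold changes were 1.27, 1.28, 2.35, 1.50 and 2.06 in the order given. G0S2, VEGFA and NUPR1 overlap another annotated gene.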

In the GO functional pathway list, we performed RT-PCR verification on the up-regulated genes such as G0S2, GADD45A, TRIB3, VEGFA and NUPR1, and RT-PCR verification on the down-regulated genes such as IL-6, MAGED1, CCL2 and TP53INP1. The results showed that the RT-PCR expression of G0S2, GADD45A, VEGFA and NUPR1 genes increased in HK-2 cells overexpressing *PPM1K* gene, which was consistent with the transcriptome sequencing results. The RT-PCR results of G0S2, VEGFA and NUPR1 were statistically significant; The RT-PCR expression of TRIB3 gene decreased, which was statistically significant, but was inconsistent with the transcriptome sequencing results. 

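In the sequencing, IL6, MAGED1, CCL2 and TP53INP1 were lower in each OE sample than in each NC sample. IL6 (ENSG00000136244.12), on chromosome 7 from 22725884 to 22732002, fell from a CPM of 60.4 ± 2.00 in NC to 29.0 ± 2.45 in OE (SD, n = 3 each). Its log2 fold change of −1.06 (standard error 0.07, adjusted p = 3.4e-11 from edgeR's quasi-likelihood test) is close to the threshold of −1, and it was −1.01 to −1.12 with each sample left out in turn. MAGED1 (ENSG00000179222.18), on chromosome X from 51803007 to 51902354, fell from 119 ± 4.96 to 47.0 ± 1.07 (log2 fold change −1.34, standard error 0.05, adjusted p = 2.9e-14 from edgeR). CCL2 (ENSG00000108691.9), on chromosome 17 from 34255274 to 34257208, had 195 to 257 counts in the NC samples and 72 to 88 in the OE samples (log2 fold change −1.53, standard error 0.15, adjusted p = 4.1e-08). TP53INP1 (ENSG00000164938.14), on chromosome 8 from 94925972 to 94949378, fell from 15.4 ± 1.25 to 6.75 ± 0.338 (log2 fold change −1.19, standard error 0.10, adjusted p = 2.0e-09). IL6, MAGED1 and TP53INP1 overlap other annotated genes. With the replicate number as a block, where same-numbered samples had a mean correlation of −0.0413, the log2 fold changes were −1.06, −1.33, −1.53 and −1.19 in the order given. When the fold change itself was tested against 2 with glmTreat, IL6 and TP53INP1 were not called (adjusted p = 1 and 0.42). On the log2(FPKM + 1) scale IL6, CCL2 and TP53INP1 had −0.98, −0.95 and −0.73 and were not called. GAPDH, which the paper used as the reference on its western blot, had a log2 fold change of −0.035 (standard error 0.10, adjusted p = 0.81 from edgeR), and ACTB of −0.21 (adjusted p = 0.0037). Both were chosen after their values were seen, and both overlap other annotated genes. With each sample left out, GAPDH ran from −0.17 to 0.089. With the share of intergenic reads as a covariate it was −0.24 (adjusted p = 0.045 from edgeR). As that share was higher in every NC sample than in any OE sample, the covariate is confounded with the groups.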

In HK-2 cells overexpressing *PPM1K* gene, the RT-PCR expression of IL-6, MAGED1, CCL2 and TP53INP1 genes increased, and the RT-PCR results of IL-6, CCL2 and TP53INP1 were statistically significant; The RT-PCR results of MAGED1 were not statistically significant, but the RT-PCR results of IL-6, MAGED1, CCL2 and TP53INP1 were inconsistent with the transcriptome sequencing results (Figure 4).

**FIGURE 4:**
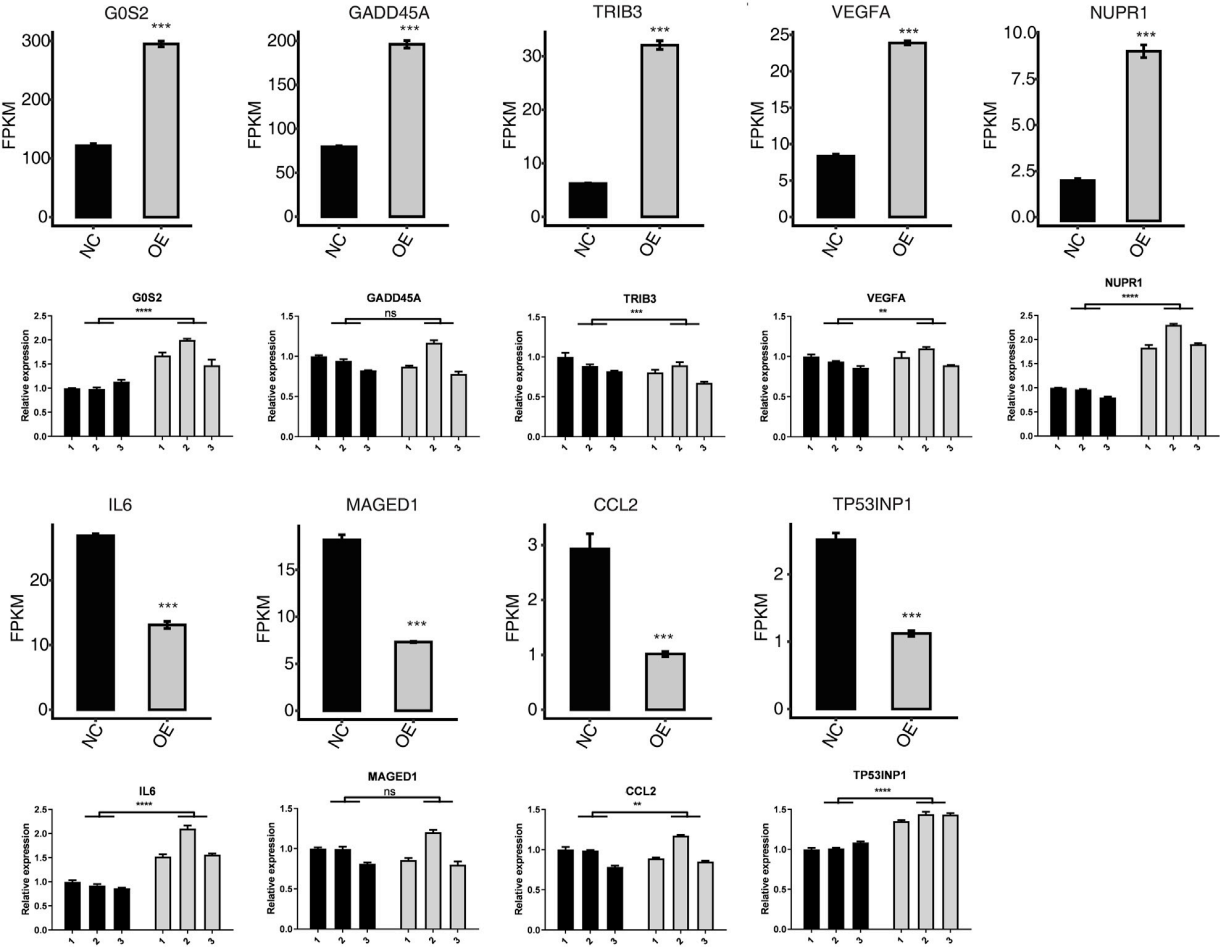
Related expression level (FPKM) and RT-qPCR measurement of apoptotic-related DEGs. ****p-value < 0.0001. ***p-value < 0.001. **p-value < 0.01.

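The deposited FPKM of the 9 genes, as mean ± SD over n = 3 samples, rose in 5. G0S2 went from 121 ± 6.83 in NC to 295 ± 8.41 in OE and GADD45A from 79.4 ± 1.84 to 196 ± 7.29. TRIB3 went from 6.22 ± 0.165 to 32.1 ± 1.38, VEGFA from 8.36 ± 0.470 to 23.9 ± 0.456 and NUPR1 from 2.19 ± 0.202 to 9.22 ± 0.601. In the other 4 FPKM fell, from 26.9 ± 0.568 to 13.1 ± 0.936 for IL6, from 18.2 ± 0.981 to 7.303 ± 0.121 for MAGED1, from 2.93 ± 0.484 to 1.02 ± 0.0802 for CCL2 and from 2.51 ± 0.177 to 1.12 ± 0.0700 for TP53INP1. All 9 were called in these directions by edgeR, and also when the p was adjusted over the 9 genes alone, which shows no stability, since the paper chose them from its calls on these data. The RT-qPCR values of Figure 4 were not analysed here. The paper's results give G0S2, GADD45A, VEGFA and NUPR1 as rising in both RT-PCR and sequencing, with GADD45A not among those it calls significant in RT-PCR. Its discussion names only G0S2, VEGFA and NUPR1 as alike in both, and from this the paper proposes that these and other genes may take part in the apoptosis of HK-2 cells induced by *PPM1K*.

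**Figure D4:**
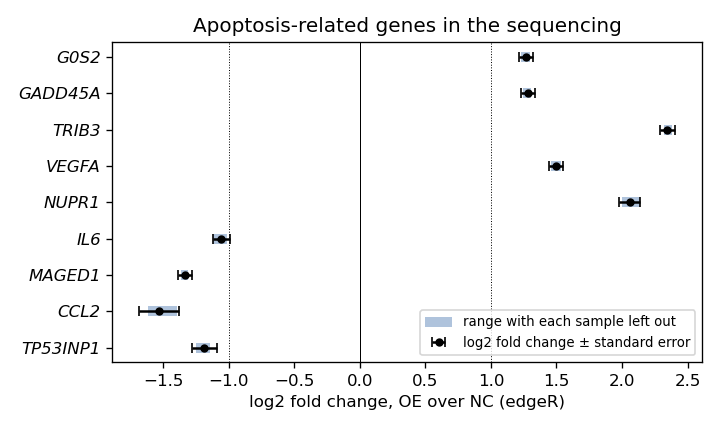
Log2 fold change of OE over NC in the sequencing (horizontal axis) for the 9 genes, with the standard error as a bar and the range over the fits that each left out a sample as a blue band. The dotted lines mark a fold change of 2 and 0.5. IL6 lies closest to its dotted line.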

## Discuss

The single nucleotide polymorphism (SNP) of *PPM1K* leading to protein function defects is associated with many human diseases, such as cardiovascular disease, maple diabetes disease (MSUD), type 2 diabetes and nervous system diseases (Rostaminasab et al., 2018). However, the research on the mechanism of the important role of *PPM1K* in kidney disease is still limited. In this study, we overexpressed *PPM1K* in HK-2 cells, trying to analyze the biological process of differentially expressed genes and their effects on apoptosis through transcriptome.

Apoptosis occurs through two pathways, endogenous and exogenous apoptosis, both of which induce caspase cascade (Kroemer et al., 2007). Apoptosis is considered to be an important process of cell death (Elmore, 2007). In the GO analysis functional pathway list, we also found that multiple genes can be enriched in apoptosis related pathways, such as G0S2, GADD45A, TRIB3, VEGFA, NUPR1 and other up-regulated genes, and IL-6, MAGED1, CCL2, TP53INP1 and other down-regulated genes. Then we verified these differentially expressed genes by RT-PCR, and found that only the RT-PCR results of G0S2, VEGFA and NUPR1 were consistent with the transcriptome sequencing results, while the RT-PCR results of TRIB3, IL-6, MAGED1, CCL2 and TP53INP1 were inconsistent with the transcriptome sequencing results. Therefore, we believe that G0S2, VEGFA, NUPR1 and other genes may participate in the apoptosis process of HK-2 cells induced by *PPM1K*.

G0S2 is a small protein with a length of 103 residues, which is involved in a variety of cellular processes (Russell and Forsdyke, 1991). In lipolysis, G0S2 interacts specifically with triglyceride lipase to inhibit its activity, resulting in down-regulation of lipolysis. Studies have found that the function of G0S2 is to act directly with key proteins. In a similar way, G0S2 is also involved in the regulation of apoptosis, cell proliferation and oxidative phosphorylation (Páez-Pérez et al., 2020). In mitochondria, G0S2 interacts specifically with Bcl-2 to prevent its interaction with Bax. In this way, G0S2 inhibits the formation of anti apoptotic heterodimer complex bcl-2/bax, which is conducive to apoptosis (Welch et al., 2009).

Nucleoprotein-1 (NUPR1) was initially found to be expressed as a small protein in rats and as a new gene activated during the acute phase of induced pancreatitis and pancreatic development (Mallo et al., 1997). NUPR1 regulates cell injury and death in different forms, depending on the cellular environment and the type of stress induction. NUPR1 is involved in D9 tetrahydrocannabinol (THC) - induced cancer cell death through downstream targeted death inducing telomere repeat binding factor 3 (TRB3) protein (Martin et al., 2021). NUPR1 knockout can regulate autophagy by interfering with FoxO3 and promoting BNIP3 transcription to control autophagy, which is a stress-dependent self-defense mechanism that helps cells eliminate toxic microenvironment (Kong et al., 2010). It is reported that NUPR1 silences PI3K/AKT mammalian targets through the rapamycin (mTOR) pathway, inhibits autophagy activity of multiple myeloma (mm) cells and induces autophagy mediated apoptosis (Li et al., 2020).

Vascular endothelial growth factor (VEGF) is an endothelial cell specific protein, which can regulate the activity of endothelial cells, promote the formation of new blood vessels, and chemotactic vascular endothelial cells and monocytes, and mediate angiogenesis (Almawi and Saldanha., 2013). Vascular endothelial growth factor A (VEGFA) is a highly effective angiogenesis factor, which can increase vascular permeability and prevent apoptosis. Ting Liu found that metformin can protect kidney by activating Hif-2 α- VEGF signal pathway can reduce the proteinuria of hypertensive rats (Liu et al., 2020). Some studies have found that VEGFA signal can maintain the activity of glomerular endothelial cells, but when the concentration of VEGFA is too high, it may lead to endothelial cell damage (Brosius and Coward, 2014). In the disease of endothelial hyperplasia, excessive release of VEGFA leads to endothelial cell proliferation and swelling, but too little release of VEGFA will lead to endothelial damage and apoptosis, resulting in glomerulosclerosis (Sivaskandarajah et al., 2012). Fan found that inhibiting VEGFA can inhibit cell proliferation, promote cell apoptosis, and thus inhibit cell migration and invasion (Zhengyan et al., 2016). Therefore, in order to maintain the structure and function of the glomerulus, it is necessary to regulate VEGFA signal transduction and regulate the concentration of VEGFA. In our study, although we found that VEGFA may participate in the apoptosis process of HK-2 cells induced by *PPM1K*, we also speculated that HK-2 cells expressing *PPM1K* may activate VEGFA signals. In order to verify this assumption, we will conduct more in-depth research.

Gadd45a gene is a member of the Gadd45 family, which is involved in the regulation of cell cycle, immunity and apoptosis (Fang et al., 2018). Under the induction of hypertonic pressure, renal medulla cells secrete Gadd45 protein. Hypertonic stress beyond a certain threshold will strongly induce apoptosis (Mak and Kultz, 2004). TRIB3 is a pseudokinase in mammals, which can control cell proliferation, apoptosis, migration and invasion (Ohoka et al., 2005; Salazar et al., 2009; Quan et al., 2016). Huo up-regulated the expression of TRIB3 level in mice. The results showed that there was obvious ER stress reaction in the kidney, liver and lungs of mice, and apoptosis was found in the lungs and kidneys of mice (Lingling et al., 2015). Although our sequencing results show that GADD45A and TRIB3 are involved in the process of cell apoptosis, the PCR results do not support it. Later, we will further verify it through protein detection and other experiments.

IL-6 is a typical cytokine, which also has pro-inflammatory and anti-inflammatory effects (Ju et al., 2016). IL-6 can activate JAK-STAT signal pathway through membrane-bound IL-6 receptor (classical pathway) or soluble IL-6 receptor (cross signal) (Hebenstreit et al., 2005), IL-6 connected to the receptor can start cascade reaction through JAK activation, activated JAK kinase phosphorylation induces dimer formation through STAT3 phosphorylation (Rose-John., 2012; Brooks et al., 2014), and this signal pathway promotes cell proliferation, differentiation, migration and apoptosis (Rawlings and Harrison, 2004). Some studies have found that IL-6 can play an anti apoptotic role by regulating the expression of apoptosis related proteins such as Bcl-2, Bax, etc (Meng et al., 2006; Isomoto, 2009). MAGE-D1 is a member of the type II melanoma associated antigen (MAGE) family. MAGE-D1 plays an important role in cell cycle, cell differentiation and apoptosis (Zhang et al., 2016). MAGE-D1 has long been considered as an apoptosis promoting gene. MAGE-D1 is involved in the apoptosis of gastric cancer cells, adrenal pheochromocytoma, Hela cells and other cancer cells (Kendall et al., 2005; Salehi et al., 2006; Cheng et al., 2008). Recent studies have found that MAGE-D1 may play an anti apoptotic role. Kumar et al. proposed that MAGE-D1 can inhibit the anoikis of lung cancer and breast cancer cells, and promote the anoikis sensitivity (Kumar et al., 2011). Yang et al. found that MAGE-D1 can promote the proliferation of esophageal cancer cells, so they suspected that MAGE-D1 can inhibit the apoptosis of esophageal cancer cells. However, they did not find the difference in apoptosis between the esophageal cancer cells with MAGE-D1 knocked out and the control group (Yang et al., 2014), and other researchers also found that MAGE-D1 has no effect on apoptosis (Wen et al., 2004; Xue et al., 2005; Du et al., 2009). We believe that the effect of MAGE-D1 on apoptosis is a complex process, which needs a lot of research to confirm. C-C Motif chemokine ligand 2 (CCL2) is a member of the G protein coupled receptor family (Kuang et al., 1996; Bose and Cho, 2013). CCL2 can express chemokine C-C motif receptor 2 (CCR2) chemotactic cells, making monocytes, T lymphocytes and natural killer cells migrate and infiltrate into the inflammatory region (Semple et al., 2010). Fan found that angiopoietin-1 can reduce the expression of chemokine C-C motif ligand 2 (CCL2) in endothelial cells of fibrotic kidney, thereby inhibiting macrophage migration and reducing cell apoptosis. Nucleoprotein 1 (TP53INP1) induced by tumor protein 53 is a p53 inducible gene that encodes two protein subtypes and regulates p53 biological activity (Jiang et al., 2006). Overexpression of TP53INP1 induces cell cycle arrest in G1 phase and enhances p53 mediated apoptosis (Tomasini et al., 2003). Many studies have shown that TP53INP1 is the target gene of many miRNAs(Ma et al., 2010; Jiang, 2011; Cai et al., 2017; Dan et al., 2018), including miR-221, miR-30a and mir-205 (Chen et al., 2016; Wang et al., 2016; Xu et al., 2016). In addition, TP53INP1 is a regulator of autophagy, which may interact with autophagy related molecules, including light chain three and autophagy related protein eight family proteins, indicating that it can not only regulate, but also promote autophagy (Seillier et al., 2012; Saadi et al., 2015). In our study, we sequenced the transcriptome of HK-2 cells overexpressing *PPM1K* and found that down-regulated genes such as IL-6, MAGED1, CCL2 and TP53INP1 were enriched in apoptosis related pathways. However, we did not find any reliable basis in the subsequent PCR validation, and we will conduct more in-depth research later.

To sum up, based on RNA seq and bioinformatics analysis, this study identified and screened differentially expressed genes overexpressing *PPM1K* in HK-2 cells. Through GO and KEGG analysis, combined with PCR validation, it was further screened that G0S2, VEGFA and NUPR1 might participate in the apoptosis process of HK-2 cells induced by *PPM1K*. This study provides some data support for the study of the mechanism of HK-2 cell apoptosis, and also provides a scientific theoretical basis for the further study of the impact of *PPM1K* on kidney disease.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo; GSE212681.

How the deposited data were processed for this re-analysis (not part of the article)

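RNA from HK-2 cells was sequenced by the authors in 2 groups of 3 samples, a control group (NC) and a group overexpressing PPM1K (OE). HK-2 is an established human kidney proximal tubule cell line. Groups and replicate numbers were taken from the sample labels and from the column names, which are those of Tables 1 to 3 of the paper. The sample titles name a short hairpin control and a PPM1K short hairpin at day 10, while the genotype entries of the same samples give wild type and PPM1K overexpression. The paper describes overexpression from a plasmid, and this was used.

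The authors removed reads with more than a pair of N bases, trimmed adaptors and low-quality bases with FASTX-Toolkit, removed the shortest reads, aligned the rest to GRCh38 with HISAT2 and counted uniquely mapped reads per gene. The deposited count table holds these counts for 31369 genes, without normalization. From the same reads the authors computed the deposited FPKM values, which are relative to the length of the transcript and the mapped fragments of the sample and are given to 2 decimals for 30896 genes. The annotation and the counting program are not named in the paper's text. Without version numbers, 99.8% of the gene identifiers were found in GENCODE release 44, from which gene coordinates, overlaps, transcript GC content and length were taken. Whether the counting used strand is not stated in the paper's text, so the counts of genes that overlap another annotated gene are uncertain, as are those of near-identical copies.

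The total count per sample was 34635770 to 36116963 in NC, with a median of 34757732, and 36033404 to 39850802 in OE, with a median of 37572078. At this depth counting error is small for most tested genes, but 62.9% of the genes called had a mean count under 100. The groups share replicate numbers 1 to 3 in the labels, from which the pairing was taken, and the paper gives no meaning to the numbers.

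From the deposited counts, edgeR 4.0.16 in R 4.3.3 was used with filterByExpr, TMM normalization and the quasi-likelihood F-test (glmQLFit and glmQLFTest), and p-values were adjusted by Benjamini-Hochberg over the 15878 tested genes. A gene was called at an adjusted p under 0.05 and a fold change above 2 or below 0.5. Standard errors of log2 fold changes were derived from the fold change and its F statistic. CPM, the counts scaled to library size, was computed by edgeR from the deposited counts. DESeq2 1.42.0 and limma 3.58.1, the latter on log2(FPKM + 1) and log2(FPKM + 0.1), were alternatives. Principal components and correlations between samples were computed from FPKM. Hand-written gene lists, 12 in all, were tested for called genes with a one-sided Fisher's exact test adjusted over 24 tests, and with limma's camera. GO and KEGG annotation and the KOBAS server were not used here. A further 5 lists were written after the calls had been seen, are reported as such and were adjusted over all 17 lists, in 34 tests.

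On simulated counts for 15878 genes, with 200 genes changed by a log2 fold change of 1.5, edgeR recovered 189 with 2 false calls, DESeq2 186 with 0 and limma on log2(FPKM + 1) 114 with 0. The genes named in the text are PPM1K and the 9 genes of Figure 4, the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes with a mean count of at least 100 and groups that do not overlap, and up to 5 called members with the smallest adjusted p of each list. Genes of Figure 3C were read from the heat map. The single genes of Figure 3C given with values, PPIAP22, PPIA, GAPDH, ACTB, ENSG00000282885.2, COL13A1, MT-RNR1, MT-RNR2 and the short RNAs beside 7SK were chosen after their values were seen.

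Alternatives covered the test, the normalization, the filter on low counts, a test against a fold change of 2, the replicate number as a block, the intergenic share of reads from Table 3 of the paper as a covariate, FPKM in place of counts, protein-coding genes only and each sample left out in turn. Offsets for GC content and transcript length, which 99.8% of the tested genes have, were added after the data had been seen. RT-qPCR and western blot results were not analysed here. A result was left out and is not reported here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and pandas 2.3.3 was used to read the tables.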

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

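The tests in this part were chosen only after the results had been seen.

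NC replicate 2 had counts for 3551 genes that no other sample had, against 449 to 766 such genes in the other samples, a signal the paper does not discuss. A larger library would show more genes, but the total count of NC replicate 2 was 0.939 times the mean of the other samples. Unspliced RNA would raise intronic reads and, as the libraries were made with a stranded kit, raise antisense reads little. From Table 3 of the paper, the share of intergenic reads in NC replicate 2 was 2.67 times the mean of the other NC samples and that of introns 1.43 times, while in percentage points of the reads the rises were 1.17 and 1.19. The share of antisense reads was 2.14 times that of the other NC samples, and its rise was 0.876 times the rise of the intronic share. Unspliced RNA alone therefore does not account for the extra reads. RNA from other cells would be likely to bring some well-counted genes, but the highest count of any of the 3551 genes was 14. A candidate explanation is DNA left in the library, although the paper reports digestion with DNase. Of 103 olfactory receptor genes with any count, 90 were counted in NC replicate 2 and 7 to 13 in each other sample. A count in any 1 sample brings a gene into this set, so these numbers partly restate the extra genes. The summed counts of the set were 2.54 times those of the other NC samples. The mitochondrial genes of the light strand had 1.72 times the counts of the other NC samples, those of the heavy-strand messengers 0.994 times. Incomplete selection of RNA with poly(A) tails cannot be separated from this. The counts of 7SK, RN7SL1, RMRP and RPPH1, short RNAs without such tails, were together 6.98 times those of the other NC samples, while histone genes, whose messengers mostly lack the tail, were at 0.939 times. No biological explanation was tested, as the design gives none for a single sample.

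Of the 33 tested genes of the ATF4 and CHOP stress response, 16 were called higher in OE. At an adjusted p under 0.05, 29 were higher and 4 lower, namely ATF3, ATF5, VLDLR and ERO1A. The paper reports GO terms on the stress of the endoplasmic reticulum but does not discuss ATF4. The list's median log2 fold change, 0.99, was above those of all 10000 random lists of the same size matched on mean expression. Random genes are drawn independently, while genes of a shared response can move together, so this comparison does not measure chance. The list also holds TRIB3, NUPR1, VEGFA, ASNS, DDIT3, PPP1R15A and CHAC1. The paper's heat map of apoptosis genes draws these as higher from the same data, so the list is not independent of its calls. The median was at least 0.95 under TMM, RLE and upper quartile scaling. Of 10000 random lists matched on GC content and length, in 5 classes of each, the highest median was 0.33, so these properties do not account for the list. Offsets for them hardly moved it, to a median of 1.00 with 16 genes called, and therefore add little. Without NC replicate 2, 15 genes were called. Of the 4 splits of the 6 samples that part all 3 same-numbered pairs, 1 (the real one) called as many genes of the list. The other 6 splits part only 1 such pair. Every split but the real one called 0 genes, with at most 292 genes at an unadjusted p under 0.05, against 8655 in the real split. Each of these splits mixes NC and OE samples in both arms, which turns the difference between the groups into spread within an arm, and 4 splits cannot give a share under 0.05, so they do not decide whether chance grouped the samples.

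A response to unfolded proteins in the endoplasmic reticulum would also raise its chaperones, but their median was −0.18. It lay between −0.22 and −0.16 over every scaling, the offsets and the fit without NC replicate 2, and was above 0.48% of the random lists. None of the 20 was called, while 10 were lower and 5 higher at an unadjusted p under 0.05. Among the higher were DNAJB9, with a log2 fold change of 0.72, and SEL1L, a member of the list that is not a chaperone, with 0.30. Among the lower were CRELD2 and SDF2L1 with −0.92 and HSP90B1 with −0.91. The median therefore speaks against a rise of the chaperones as a set, and does not exclude such a response in part. The fall of the list as a whole is uncertain. The adjusted p was 0.048 by limma's camera, 0.063 by camera with the replicate block, 1 by Fisher's exact test on called genes and 0.038 by the same test on adjusted p alone. One hypothesis is that OE cells had a general ATF4 response to amino acid shortage. In that response synthesis enzymes and cytosolic synthetases rise. The synthetases had a median of 0.75. The 25 enzymes of amino acid synthesis had a median of only 0.26, with 13 higher and 6 lower at an adjusted p under 0.05 from edgeR. An ATF4 response could come from PPM1K or from culture conditions such as medium used up to another degree, and these samples cannot tell the 2 apart. The paper's text does not say what the control cells were given, so transfection itself cannot be set apart from PPM1K either.

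ULBP1 was higher in OE with a log2 fold change of 2.72 (standard error 0.15, adjusted p = 5.9e-12 from edgeR). This was the largest after PPM1K among called genes with a mean count of at least 100 and groups that did not overlap, and the paper does not name it. The counts were 53, 38 and 47 in NC and 288, 350 and 335 in OE, higher in 3 of 3 OE samples. The log2 fold change was 2.61 to 2.85 with each sample left out, 2.73 with offsets for GC content and length, and 1.35 on the log2(FPKM + 1) scale, where low values are compressed. Its adjusted p was at most 0.00020 over the alternatives. The offsets hardly moved this gene, so they say little about GC content and length. An effect of PPM1K overexpression is a hypothesis here.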

How the results depend on the processing

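All alternatives but the offsets for GC content and length, the counts of genes seen in both groups or outside NC replicate 2, and the 5 added lists were fixed before the data were examined.

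The 875 called genes, 274 higher and 601 lower in OE, became 796 under DESeq2 with its default filtering, 742 without independent filtering, 884 with RLE size factors, 899 with upper quartile normalization, 1076 with no filter on low counts and 597 with at least 10 counts in every sample, all within 1.5 times of 875. Of the 875 genes, DESeq2 shared 714. Across the 6 fits that each left out one sample, the count ran from 862 to 955, with 273 to 298 higher and 569 to 668 lower. Offsets for GC content and length gave 877, sharing 843. With the share of intergenic reads as a covariate 786 genes were called, sharing 660, and 4 of the 875 had the opposite sign. That share was higher in every NC sample than in any OE sample, and highest by far in NC replicate 2. This fit therefore does not cleanly separate the share from the groups.

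Larger moves came from settings that act on low or small changes. With genes at an FPKM of at least 1 in 3 samples there were 318 calls, 109 higher and 209 lower. The test against a fold change of 2 left 186, with 68 higher and 118 lower. limma on log2(FPKM + 1) gave 123, 56 higher and 67 lower, and on log2(FPKM + 0.1) 513, 173 higher and 340 lower. Adjusted p alone gave 7715, 3949 higher and 3766 lower, the one setting with more higher than lower. Under the FPKM filter 310 of the 875 genes were still tested and 301 of them called, so the fall came from genes that were removed. All 186 genes of the test against a fold change of 2 were among the 875. On simulated counts, limma on log2(FPKM + 1) gave a median of 1.13 for a true log2 fold change of 1.5 and recovered 114 of 200 changed genes, so this scale compresses changes. The cause of the move on log2(FPKM + 0.1) was not tested.

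The correlation of the deviations of same-numbered samples was between −0.0663 and −0.00319, so these deviations give no sign of pairing. With the replicate block 877 genes were called, and 882 with the replicate block and the offsets together. The block gave 6.39 for PPM1K. The log2 fold change of PPM1K kept its direction and its call under all 20 alternatives, from 2.8998 to 6.75. Each of the 9 genes of Figure 4 kept its direction under all 20, and 6 to 9 of them were called.

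The 62 called genes of Figure 3C became 57 to 60 with each sample left out and 64 under DESeq2 and with no filter on low counts. They were 36 under the FPKM filter, 25 under the test against a fold change of 2, 22 with limma on log2(FPKM + 1) and 40 on log2(FPKM + 0.1). Of the 12 lists written before the calls were seen, 4 had called genes in excess, all higher. Of the 5 added later, 3 had an excess of lower genes, those of pregnancy-specific glycoproteins, acute-phase proteins and pantothenate and coenzyme A. Among the 12 the number was 4 in each fit with a sample left out and under the replicate block, and 5 with calls from DESeq2 and with a background of genes with at least 10 counts in every sample, where the interferon list was added. With adjusted p alone it was 7, in which cysteine and methionine metabolism dropped out (adjusted p = 0.586), the chaperones (0.038), collagen genes (0.034) and branched-chain enzymes (0.0493) came in as lower and the p53 targets (0.0021) as higher. limma's camera also gave 4, but with the chaperones, lower in OE, in place of cysteine and methionine metabolism. With the block, camera had the interferon list at 0.0499 and the chaperones at 0.063.

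The first principal component had 40.3% of the variance, 42.4% to 46.02% with a sample left out, 60.6% under the FPKM filter, 40.4% on the log2 scale with scaling and 70.5% on the log2 scale without it, so the last move came from dropping the scaling. The mean correlation of replicates was 0.998, and 0.990 with a pseudocount of 0.1, 0.997 under the FPKM filter and 0.932 as Spearman's rho. Of the 31369 genes detected, 18426 had a count in every sample, 14739 had 10 counts in every sample and 10766 had an FPKM of at least 1 in 3 samples. The cause was not tested for the other moves of the variance or for the correlation.

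Among single genes, F2RL3 reversed to −1.87 with the share of intergenic reads as a covariate, and the cause was not tested. ENSG00000282885.2, a lncRNA gene that overlaps RN7SL2, reversed to 0.36 with that covariate. Its fall rested on NC replicate 2, the sample with the highest intergenic share, without which its log2 fold change was −0.067. Both genes have groups that overlap. GAPDH, not called under any alternative, ran from −0.17 to 0.089 with a sample left out and reached −0.24 with that covariate (adjusted p = 0.045, with a range of 0.045 to 1 over the alternatives). For the named genes and the lists, over the settings that kept all 6 samples, 125 values were weaker, 5 stronger and 2 reversed, and 996 stayed on the same side. Depth limits the 550 called genes with a mean count under 100.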

Differences from the paper's values

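None of the values the paper states for a measure computed here differed from it by more than 1.5 times with edgeR on the filtered counts. The paper's 796 differentially expressed genes stand against 875 from edgeR, its 243 higher against 274 and its 553 lower against 601. DESeq2's Wald test with its default filtering, an alternative set before the data were examined and the tool the paper's methods name, gave 796, 243 and 553.

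The number of genes the paper gives as co-expressed in both groups equals the 31369 genes of the count table, each with a count in at least 1 sample. Of these, 23617 had a count in at least 1 sample of each group, a count made after seeing the data.

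The paper speaks of a pair of biological replicates in its heat map, while its tables and the deposited files hold 3 samples per group.

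PREX1 and FOXO1 are drawn as higher in Figure 3C and were not tested by edgeR here, as they fell under the filter on low counts. DESeq2 called both, with log2 fold changes of 1.63 and 2.51, and so did edgeR with no filter on low counts, with 1.60 and 2.42. Neither was called by DESeq2 without independent filtering (adjusted p = 0.083 and 0.080) or by limma on FPKM. PREX1 passed the filter and was called when NC replicate 1, 2 or 3 or OE replicate 3 was left out, with log2 fold changes of 1.54, 1.53, 1.77 and 1.94. These settings were all set before the data were examined.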

Other observations

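The tests in this part were chosen only after the results had been seen, and each pattern is a hypothesis at most.

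The calls as a whole were set against other splits of the 6 samples. Of the 4 splits that part all 3 same-numbered pairs, 1 (the real one) gave as many genes called, as many higher, as many lower, as many of the genes of Figure 4 and of Figure 3C, and as many of the 12 hand-written lists that were fixed before the calls were seen. The other 6 splits part only 1 such pair, and no split but the real one gave any gene with an adjusted p under 0.05. At an unadjusted p under 0.05 the most that any of them gave was 292 genes, against 8655 in the real split. Each other split mixes NC and OE samples in both arms, which turns the difference between the groups into spread within an arm, and so few splits cannot give a share under 0.05. These counts therefore do not decide whether chance grouped the samples, here or for the patterns that follow. The share of tested genes with an adjusted p under 0.05, 48.6%, goes with a biological coefficient of variation of 6.299%. The paper calls the samples biological replicates in its heat map and its text does not describe separate transfections, so a difference between cultures that goes with the groups cannot be told apart from an effect of PPM1K. Nor does its text say what the control cells were given, so the same holds for an effect of transfection itself.

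More genes were called lower than higher in OE. The excess was smallest with limma on log2(FPKM + 1), where low values are compressed, at 67 lower and 56 higher, so its size depends on the scale. A set of 5 technical explanations was tested, and the excess stayed in each of these edgeR results. The share of lower genes among the calls was 66.0% without NC replicate 2, at least 68.7% under TMM, RLE and upper quartile scaling, 63.4% among genes with a mean count of at least 100 and 66.7% among protein-coding genes. Over 5 classes of GC content it was 60.7% to 73.0%, and over 5 classes of length 63.8% to 73.0%, so neither end was without the excess. Offsets for GC content and length hardly moved the share, to 68.3%, and say little. Without the fold change threshold there is no such excess, with 3949 genes higher and 3766 lower. The pattern cannot be told apart from a difference between cultures that goes with the groups.

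PPIAP22, a processed pseudogene of PPIA on chromosome 21, was called lower with a log2 fold change of −3.93 (adjusted p = 0.0012 from edgeR). The call rested on NC replicate 3, which had 5499 counts against 113 and 136 in the other NC samples and 86 to 208 in OE. Without that sample the log2 fold change was −0.023 (adjusted p = 0.95 from edgeR), and DESeq2 did not call the gene. A gene without an adjusted p from DESeq2 was counted here as not called. At equal depth PPIAP22 gained 5426 counts in that sample and PPIA lost 4868, a ratio of 0.897. This is consistent with reads of PPIA having been assigned to the pseudogene in that sample. In 2 further called genes the highest sample of the higher group was more than 5 times the next, by 6.33 times in 7SK and 5.24 times in ENSG00000282885.2, a lncRNA gene that overlaps RN7SL2. Without NC replicate 2 the log2 fold change of the latter was −0.067. No biological explanation was tested for a single sample.

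The 5 tested pregnancy-specific glycoprotein genes were lower in OE, with a median log2 fold change of −2.76. The family's counts, summed over 12 genes, were 656, 640 and 581 in NC and 133, 123 and 126 in OE, a log2 ratio of −2.40, so a shift of reads between paralogs does not explain it. The other 51 tested genes within 1000000 bases of the cluster had a median of 0.012, which leaves no sign of a lost region, and without NC replicate 2 the median of the list was −2.77. Of the 4 comparable splits, 1 (the real one) called as many of these genes. A difference between cultures remains open.

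All 13 messenger RNAs encoded by the mitochondrial genome were lower in OE, with log2 fold changes from −0.44 to −0.11, a median of −0.34 and 11 at an adjusted p under 0.05 from edgeR. None passed the fold change threshold, and 11 had an unadjusted p under 0.05. By limma's camera the adjusted p of the list was 0.0018, and 0.0051 with the replicate block. The median was −0.30 without NC replicate 2, no closer to 0 than −0.34 under TMM, RLE and upper quartile scaling, and −0.38 with offsets for GC content and length. The share of all counts on the mitochondrial genome was 8.49%, 8.99% and 9.03% in NC and 7.72%, 7.17% and 6.71% in OE. Of the mitochondrial ribosomal RNAs, MT-RNR2 had −0.14 (adjusted p = 0.072) and MT-RNR1 −0.083 (adjusted p = 0.52 from edgeR). A difference in the capture of RNA with and without poly(A) tails is therefore not excluded. Of the 4 comparable splits, 1 (the real one) gave as large a median, and the largest in any other split was 0.21 in size. PPM1K acts in mitochondria, so an effect on mitochondrial transcripts is one hypothesis, which these data cannot separate from RNA capture or culture.

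For 5 of the 9 genes of Figure 4, the paper's RT-PCR direction is opposite to the sequencing. The paper gives the RT-PCR of MAGED1, which is among them, as not significant. It also does not list GADD45A, whose direction was alike, as significant. Its methods state that both assays used the same RNA samples. An exchange of the groups in one assay would turn all 9, but 4 kept their direction. A reference gene lower in OE by more than 1.53 on the log2 scale could turn the 4 genes that rose in RT-PCR, but not TRIB3, which fell. GAPDH had −0.035 in the sequencing, and −0.24 at its lowest, with the share of intergenic reads as a covariate (adjusted p = 0.045, with a range of 0.045 to 1 over the alternatives). The reference gene of the RT-PCR is not named in the paper's text, so a change of another reference cannot be ruled out.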
